A study of Xenopus laevis with 6 samples. Its data were reported in "Basal Xenobot transcriptomics reveals changes and novel control modality in cells freed from organismal influence" (2025).

How the data were processed

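RNA from 3 pools of day 7 Xenobots and 3 pools of stage 35 embryos was depleted of rRNA and sequenced by the authors as stranded total RNA. The authors trimmed the reads with fastp, aligned them in 2 passes with STAR to the NCBI Xenopus laevis genome, version 10.1, and estimated counts per gene with RSEM. The deposited values of the main table are these estimated (expected) counts, which need not be whole, for 42638 genes. The authors deposited a second table of 28009 genes, in log2 CPM from voom with TMM factors, from which surrogate-variable effects had been removed. The number of surrogate variables is not stated. Removing such variables can take out differences between pools of one group, so that table was used only for alternatives.

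Groups were taken from the sample titles, which name the Xenobot and embryo samples and number them 1 to 3. All 6 libraries were used, and no column of other samples was present (0). Embryos raised in the explants' medium, the sound experiments, network and evolutionary age analyses were not analysed here. Gene positions and biotypes came from the NCBI annotation of the same assembly, in which 26751 of the 26752 tested genes were found.

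Genes were kept where CPM exceeded 0.6 in at least 3 libraries, which left 26752 genes. All of these are among the 28009 genes of the deposited adjusted table, and that longer list was used as an alternative. The study gives the same rule for the longer list, which the rule did not return from these 6 libraries. Counts were normalized with TMM factors in edgeR 4.0.16, transformed with voom and tested with limma 3.58.1 in R 4.3.3, with group as the only term. The filter, the TMM factors, voom and limma follow the study's methods, which do not state the terms of the model; the study's use of surrogate variables was tried as an alternative. Estimated counts entered voom unrounded, and were rounded for edgeR's quasi-likelihood test and for DESeq2 1.42.0. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 2 or below -2. Where a group had at most 3 counts in every pool, the fold was computed against that floor and is a lower bound. Library totals were 13597538 to 22225123 counts, and floors and counts cover counting error only.

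Gene lists, written before the data were examined, follow the gene classes the study discusses, with lists of organ and epidermal cell markers added. The thanatotranscriptome list was copied from the study's supplement, and the others were written from general knowledge. Members were matched on the symbol without its homeolog ending, and lists were tested with camera (preset correlation 0.01), two-sided, with adjustment over the 20 lists. Estimated correlations and fry were run beside it.

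The CV followed the study's definition on TMM-normalized CPM, over kept genes with no 0 in any pool. Pool sizes were 50 Xenobots and 10 embryos.

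The text names genes by a rule fixed before the data were examined. It covers the 5 largest and 5 smallest log2 fold changes past both thresholds with a mean of at least 10 CPM, non-overlapping groups and a symbol other than a locus number. It further covers the 10 genes with the largest Xenobot CV, up to 3 members of a list with the largest changes past both thresholds, and 5 gene symbols the study discusses (gjb2, strc, tat, pck1, pc). Any other gene named was picked after its values were seen.

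The scripts were tested on simulated data. In counts simulated for 26752 genes from the real means and library sizes, of which 200 were changed, limma-voom recovered 197 past both thresholds, with 4 false calls. camera found a planted list and called 0 of 20 random lists. The simulated changes were few, went equally in both directions and were drawn gene by gene. They do not show error rates where many genes change, mostly to lower, or where genes of a list are correlated. In simulated pools of 20000 genes with one CV in both groups, the scaled share was 83.7% where 83.3% was known, and the unscaled share 50.2%.

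Alternatives to the main settings were the 2 other tests, a test against the fold threshold, RLE, upper-quartile and total-count scaling, other filters, a replicate block, 1 surrogate variable (sva 3.50.0), the deposited adjusted values, summed homeologs and each replicate left out in turn.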

Results

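RNA was sequenced from basal Xenobots and from whole Xenopus laevis embryos of the same age. A basal Xenobot is a motile construct that forms, without sculpting, from ectoderm cut out of a stage 9 embryo (an animal cap explant). The series held 3 Xenobot libraries, each made from 50 Xenobots pooled on day 7, and 3 embryo libraries, each made from 10 pooled embryos at stage 35. Both were kept at 14 °C, the explants in a saltier medium (0.75X MMR, a Ringer's solution) than the embryos (0.1X MMR), so that medium and group changed together. The replicate throughout was the pool, and n = 3 pools per group.

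The total of the estimated gene counts was 15599300, 20325075 and 13597538 in Xenobot pools 1, 2 and 3, and 17533207, 18850128 and 22225123 in embryo pools 1, 2 and 3. Genes annotated as ribosomal RNA took 36.2, 26.4 and 36.9% of the counts in the Xenobot pools and 27.1, 40.7 and 39.2% in the embryo pools. The mean rRNA share was 33.2% ± 5.86 (SD, n = 3) in Xenobots and 35.6% ± 7.44 (SD, n = 3) in embryos, a difference smaller than the spread between pools. Without rRNA genes, 8576298 to 14949566 counts remained per Xenobot pool and 11185917 to 13519747 per embryo pool. A single rRNA gene, LOC121401722, held a mean of 18.1% of all counts. At least 1 estimated count or part of a count was found for 30680 ± 510 genes (SD, n = 3) in Xenobots and 33820 ± 247 (SD, n = 3) in embryos.

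The first comparison asked how far the Xenobot transcriptome departs from that of the age-matched embryo. The Euclidean distance between pools, over the log2 CPM of all 26752 tested genes, was 391 to 423 for a Xenobot and an embryo pool. Within groups it was much smaller, with a mean of 129 ± 13.6 (SD over the 3 pairs of pools) in Xenobots and 76.6 ± 3.04 in embryos. The within-Xenobot distance was 1.68 times the within-embryo distance. This ratio was 1.47 with scaling to total counts and 1.07 in the authors' deposited table of surrogate-variable-adjusted values. The first principal component held 91.5% of the variance and separated the groups. The second held 3.95% and spread the Xenobot pools, from -65.3 for pool 2 to 76.7 for pool 3, while the embryo pools lay between -1.67 and 3.79.

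Of the 26752 genes tested with limma-voom, 17605 had a Benjamini-Hochberg adjusted p under 0.05, of which 7928 were higher and 9677 lower in Xenobots. With the added threshold of a log2 fold change beyond 2, 1538 genes were higher and 5471 were lower. The 3 Xenobot values all lay on one side of the 3 embryo values for 1533 of the 1538 higher genes and for 5455 of the 5471 lower genes. Over all tested genes this held for 71.7%, where chance gives 10%. The count of higher genes moved most when the fold threshold was part of the test itself (limma treat), to 662 higher and 3913 lower genes. The median log2 fold change over all tested genes was -0.07, and the genes passing both thresholds were 21.9% higher and otherwise lower. Of the lower genes, 2189 had at most 3 counts in every Xenobot pool, while 19 of the higher genes had at most 3 counts in every embryo pool. Genes known only by a locus number made up 27.1% of the tested genes, 41.2% of the higher and 29.5% of the lower ones.

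Among annotated genes with a mean of at least 10 CPM, the largest increases were in metalloproteinase genes and in genes with phyhdl symbols. The gene mmp9.2.L (NCBI assembly version 10.1, chromosome 9_10L, 35723745 to 35730697) stood at 50.0 ± 9.54 CPM (SD, n = 3) in Xenobots and 0.493 ± 0.547 in embryos. Its log2 fold change was 7.10 (SE 0.60, limma adjusted p = 4.82e-06). The gene mmp8.L (chromosome 2L, 168864707 to 168872595) stood at 60.8 ± 3.58 CPM in Xenobots against 0.584 ± 0.386 in embryos, a log2 fold change of 6.84 (SE 0.39, limma adjusted p = 7.37e-07). Its homeolog mmp8.S, the copy on the other subgenome of this allotetraploid frog, rose by 6.08 on the log2 scale. The genes phyhdlb.L and phyhdlc.2.L, both on chromosome 8L, rose by 6.75 and 5.94. All 5 genes were higher in 3 of 3 Xenobot pools. Members of such families, and homeologs, share sequence, and reads that fit several copies were divided between them by estimation, so the level of a single copy is less certain than that of the family.

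The largest decreases were in genes with at most 3 counts in every Xenobot pool, for which only a lower bound could be given. The gene hrg.L (chromosome 5L, 112789897 to 112798053) stood at 947.5 ± 106.8 CPM (SD, n = 3) in embryos and was at least 4746-fold lower in Xenobots. The bounds were at least 3437-fold for apoa1.L (686 ± 39.5 CPM in embryos), at least 1846-fold for apob.S, at least 1792-fold for fga.S and at least 1538-fold for rbp4.L. The limma adjusted p was 2.35e-07 for each of these 4 genes and 3.21e-07 for hrg.L. All 5 were lower in 3 of 3 Xenobot pools.

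The next question was which classes of genes moved. Of 20 lists fixed before the data were examined, 14 differed from the remaining genes by camera with a preset correlation of 0.01 at an adjusted p under 0.05. With the correlation estimated from the 6 libraries 1 list passed, the blood, vessel, liver and gut list, and 17 passed with fry. For comparison, 5.75% of all tested genes were called higher and 20.4% were called lower. Counts of members past both thresholds were the same when adjusted over the list alone.

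Axonemal and ciliary genes had a median log2 fold change of 2.34, and 60 of 108 were called higher and 0 lower (camera adjusted p = 2.29e-21). Inflammatory signalling genes followed with a median of 1.96 and 27 of 57 called higher (adjusted p = 8.92e-13). The medians were 1.86 for basal and general epidermis (20 of 44 higher, 2 lower), 1.83 for ionocytes (10 of 24 higher, 1 lower), 1.31 for immediate-early genes (13 of 53 higher, 1 lower), 1.304 for V-ATPase subunits (6 of 36 higher, 3 lower) and 1.15 for multiciliated cells (14 of 35 higher, 5 lower). Among the members with the largest changes some fell. These included tuba1a.S of the multiciliated list, with a log2 fold change of -9.59, rhbg.L of the ionocyte list, which was at least 104-fold lower, and dsg2.S of the epidermis list, at -3.37. Their homeologs did not all follow. The log2 fold change was -5.08 for tuba1a.L, 0.05 for rhbg.S and 2.555 for dsg2.L, the more abundant copy of that gene (574 CPM in Xenobots). Within the inflammatory list il17c.S rose by 6.46 and cxcl8.S by 4.79 on the log2 scale, and csf3.S was at least 12.6-fold higher. Among immediate-early genes, socs3.S, atf3.L and junb.L rose by 3.29, 3.13 and 3.07. The genes tekt2.L, cfap97d1.S and dnah12.L led the ciliary list, with log2 fold changes of 3.36, 3.30 and 3.19. For V-ATPase, atp6v1b1.L rose by 3.27 while atp6v1g2.L was at least 21.9-fold lower. The ionocyte list also holds V-ATPase subunit genes, atp6v1b1.L among them, so the results of these lists are not independent.

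Organ lists were lower. The median log2 fold change was -6.71 for neural and sensory genes, -6.22 for blood, vessel, liver and gut, -5.84 for skeletal and cardiac muscle, -4.24 for notochord and cartilage and -3.47 for germ layer and axis patterning. With genes at the count floor set to their bounds, these medians were -5.43, -4.92, -5.68, -3.68 and -2.60. Past both thresholds, 47 of 52, 53 of 57, 44 of 47, 13 of 18 and 52 of 88 members were lower. The axis patterning list was the only organ list with members called higher, 4 in number. Cell cycle genes had a median of -0.40 (camera adjusted p = 0.00794), with 0 of 49 past both thresholds.

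**Figure D1:**
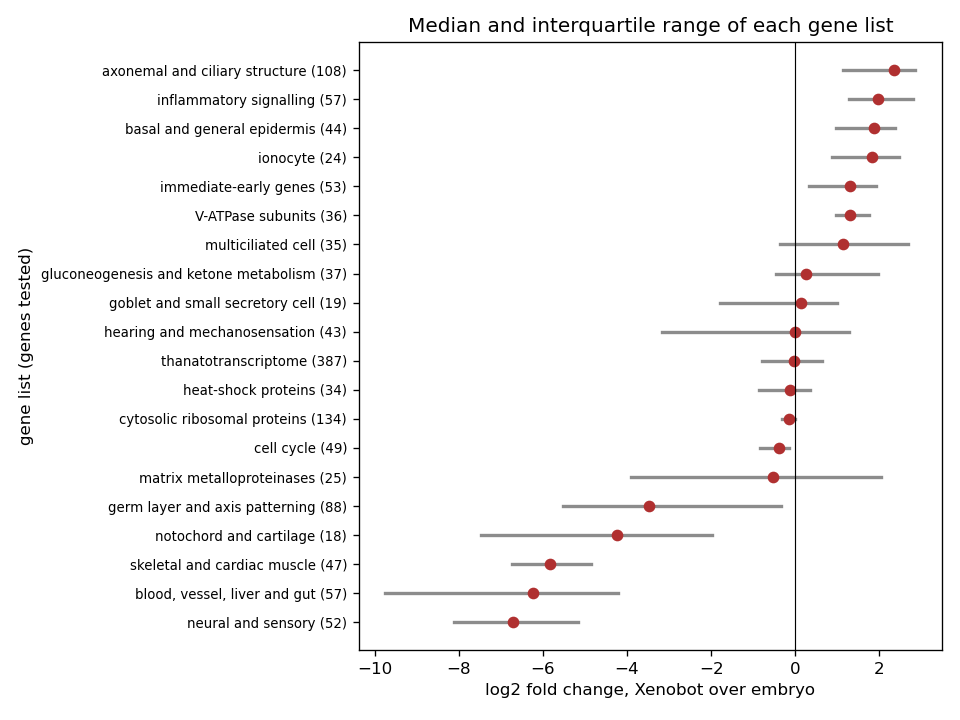
Log2 fold change of Xenobots over embryos (horizontal axis) for each gene list (vertical axis, number of tested genes in brackets), with the median as a point and the interquartile range as a line. Medians ran from -6.71 for neural and sensory genes to 2.34 for axonemal and ciliary genes.

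Gene classes that bear on sound, stress and cell death were examined in the same way. Of the 58 symbols in the list of hearing and mechanosensation genes, 31 were tested, with 43 gene copies. This tested part had a median log2 fold change of -0.01, with 6 of 43 members called higher and 13 lower. It was not distinguishable from other genes by camera (adjusted p = 0.467). Genes of the hearing list with the largest changes were lower, and otogl.L was at least 70.5-fold lower. The gap junction gene gjb2.L (chromosome 2L, 167846341 to 167859447) stood at 109 ± 2.40 CPM (SD, n = 3) in Xenobots and 23.6 ± 1.56 in embryos, a log2 fold change of 2.21 (SE 0.10, limma adjusted p = 3.71e-07). Its homeolog gjb2.S rose by 0.95 (SE 0.28, limma adjusted p = 0.0138) and lost significance with scaling to total counts, at an adjusted p of 0.0738, and without embryo pool 2, at 0.0519. The stereocilin gene strc.L (chromosome 3L, 113059626 to 113090255) fell under the expression filter and was not tested. It had 0, 0 and 1 counts in Xenobot pools 1, 2 and 3 and 9, 17 and 19 in embryo pools 1, 2 and 3. Related loci without a gene name were not analysed here.

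The thanatotranscriptome, a list of genes whose transcripts increase after death of the organism, was represented by 387 genes, from 239 of its 336 symbols. Of these, 31 (8.01%) were called higher and 58 (14.99%) lower, and the median was -0.02 (camera adjusted p = 0.616). Heat-shock genes had 2 of 34 called higher and 7 lower, with a median of -0.12 (adjusted p = 0.57). Matrix metalloproteinases were divided, with 7 of 25 higher, 10 lower and a median of -0.54 (adjusted p = 0.637). In this family mmp7.L was at least 336-fold lower and mmp9.1.S at least 270-fold lower, beside the increases of mmp9.2.L and mmp8.L. Cytosolic ribosomal proteins had a median of -0.15, with 0 of 134 past both thresholds (adjusted p = 0.249), and goblet and small secretory cell genes a median of 0.14 (adjusted p = 0.662).

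Metabolic genes of gluconeogenesis and ketone use had a median log2 fold change of 0.26, with 9 of 37 higher and 2 lower (camera adjusted p = 0.0376). Without Xenobot pool 2 the median was -0.02 and the adjusted p 0.153. In this list pck1.S stood at 185.9 ± 39.03 CPM (SD, n = 3) in Xenobots and 6.43 ± 0.873 in embryos, and pck1.L at 419 ± 85.6 and 44.0 ± 7.04. Their log2 fold changes were 4.84 (SE 0.20, limma adjusted p = 3.35e-07) and 3.23 (SE 0.17, limma adjusted p = 5.35e-07). The members fbp2.L and gpi.L were lower, with log2 fold changes of -4.56 (SE 0.57, limma adjusted p = 6.3e-05) and -3.79 (SE 0.28, limma adjusted p = 2.58e-06). Pyruvate carboxylase was listed as pc.1.L, a form of the symbol picked after its values were seen, and rose by 2.92 (SE 0.15, limma adjusted p = 4.7e-07). The tyrosine aminotransferase gene tat.L did not differ (log2 fold change -1.06, SE 0.60, limma adjusted p = 0.147). It stood at 4.07 CPM in Xenobot pool 2 and at 0.619 and 0.756 CPM in pools 1 and 3, against 3.12 ± 1.06 (SD, n = 3) in embryos. Without Xenobot pool 2 the log2 fold change was -2.09 (limma adjusted p = 0.00594). Its homeolog tat.S followed the same course, with 5.19 CPM in Xenobot pool 2.

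The last comparison asked whether Xenobots vary more among individuals than embryos do. A coefficient of variation (CV) between individuals was estimated for each gene as the SD of the 3 pools multiplied by the square root of the number of individuals per pool and divided by the mean of the pools. On TMM-normalized CPM, 24325 genes had no 0 in any pool, and the CV was larger in Xenobots for 89.4% of them. The median CV was 1.07 in Xenobots and 0.347 in embryos. Without the scaling by pool size, which multiplies the Xenobot CV by 2.24 relative to the embryo CV, the share was 65.4%, and the median CVs between pools were 0.152 and 0.110. The share moved most in the deposited surrogate-variable-adjusted values without scaling, to 45.4%. Leaving out one replicate number at a time, the scaled share was 77.5 to 82.7%. Shares from fewer pools per group, scaled or not, are not directly comparable with those from all pools. The unscaled share was 56.5% without replicate 3 and 65.4% without replicate 1. It ranged from 63.3% to 68.1% over the deciles of expression. Genes are not replicates, and 3 pools against 3 allow no exact two-sided permutation p under 0.1.

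**Figure D2:**
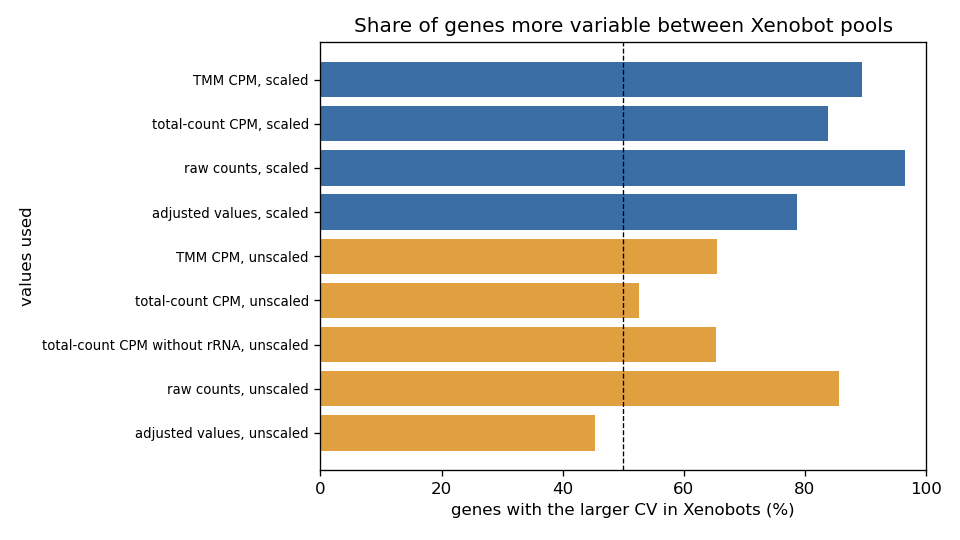
Percentage of genes whose CV was larger in Xenobots (horizontal axis) for 9 ways of computing the CV (vertical axis), with scaling by pool size in blue and without it in orange; the dashed line marks 50%. The share was 89.4% for scaled TMM CPM and 45.4% for unscaled adjusted values.

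Among genes counted in every Xenobot pool and with at least 10 counts in one of them, the 10 with the largest Xenobot CV were LOC108703502, LOC108710772, ocm4.1.L, muc2l.L, lsamp.L, crip1.S, LOC121395066, LOC121393708, nlgn3.L and LOC121396933. Their scaled CVs ran from 9.31 to 11.4. In 8 of the 10 the mean was lower in Xenobots than in embryos, and the largest value fell in Xenobot pool 3 for 5 genes, in pool 1 for 3 and in pool 2 for 2. The oncomodulin gene ocm4.1.L had 3.03, 58 and 1 counts in Xenobot pools 1, 2 and 3 and a mean of 348 CPM in embryos. Values this low carry large counting error, and a CV from 3 pools in which a single pool is high rests on that pool. Not all of the 10 genes were this low. In Xenobot pools 1, 2 and 3 muc2l.L had 76.8, 141 and 1106 counts, and LOC121396933 had 682, 196 and 3.36.

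Muscle genes also differed between the Xenobot pools. For the 10 members of the muscle list most abundant in embryos (at least 431 CPM), the median level in Xenobot pools 1, 2 and 3 was 1.16, 2.36 and 0.237% of the embryo mean. All 10 were highest in pool 2 and lowest in pool 3. For ckm.L the counts were 334, 1087 and 100, and for actc1.L 160.96, 541 and 35.6. The 10 most abundant genes of the blood, vessel, liver and gut list had medians of 0.00859, 0.0336 and 0.0447% of the embryo mean in the same pools.

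**Figure D3:**
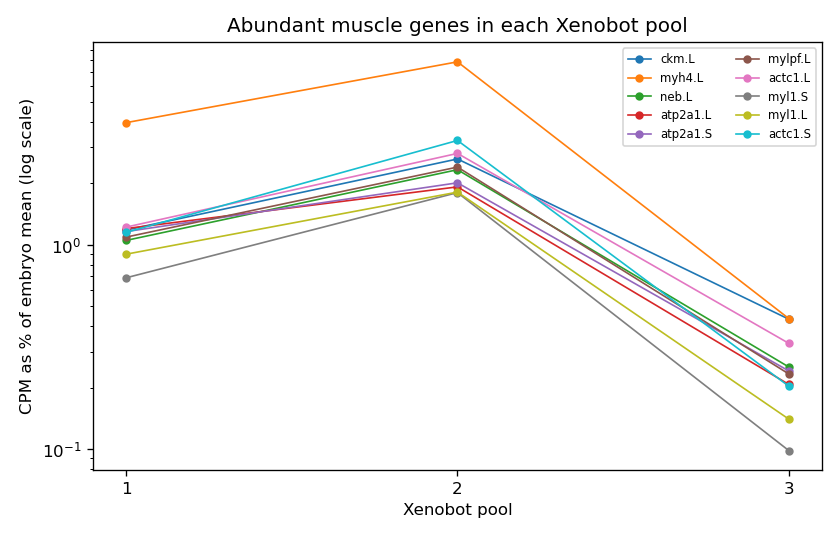
CPM in each Xenobot pool (horizontal axis) as a percentage of the embryo mean (vertical axis, log scale) for the 10 muscle genes most abundant in embryos, one line per gene. All 10 genes peak in pool 2, between 1.80 and 7.86%, and are lowest in pool 3.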

Values the study reported

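The study reported that, of 28,009 transcripts, 1962 were up-regulated and 5053 were down-regulated in Xenobots relative to age-matched embryos. It reported a larger coefficient of variation in Xenobots for 96.06% of the genes included, which numbered 25,276. The mean coefficient of variation was given as 2.6115 for Xenobots and 1.2537 for embryos. In embryos, it found 6 genes changed by the higher-salt medium, out of about 24,500 transcripts.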

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

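The counts of genes past both thresholds kept within 1.5 times of 1538 higher and 5471 lower in all alternatives except limma treat, which gave 662 higher genes by construction, since it tests against the threshold. Without any filter the counts were 1961 and 6966, and in the deposited adjusted values 2026 and 5115. Leaving out one pool at a time gave 1471 to 1633 higher and 5379 to 5573 lower genes. The genes higher were 21.9% of those past both thresholds, and 14.5% under treat to 28.4% in the adjusted values. Scaling to total counts moved the median log2 fold change of all genes from -0.07 to -0.21. The gene list of the adjusted table and removal of rRNA genes, both added after seeing the data, gave 1646 and 5524, and 1633 and 5941.

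Any tie between pools of the same replicate number was weak. Deviations from the group means of same-numbered pools 1, 2 and 3 correlated at 0.0568, 0.0531 and 0.0105 across genes, against at most 0.0214 for other pairs. Pools 1 and 2 thus exceeded the other pairs and pool 3 did not, which leaves a weak pairing open. The fit with a replicate block gave 1543 higher and 5383 lower genes.

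With the correlation estimated, 13 lists passed 0.05 no longer, with unchanged medians of 2.34, 1.96, 1.86, 1.83, 1.31, 1.304, 1.15, 0.26, -0.40, -3.47, -4.24, -5.84 and -6.71. Their adjusted p ran from 0.0531 to 0.684. Only the blood, vessel, liver and gut list still passed. Gluconeogenesis and ketone genes further lost significance at a mean CPM above 1 (median 0.24), with homeologs summed (0.32) and without Xenobot pool 2 (leave-one-out medians -0.0177 to 0.365). With fry, the hearing list passed in the direction of higher (fry adjusted p = 0.00663), although its median was -0.00512. Heat-shock (-0.12) and metalloproteinase (-0.54) lists passed in the direction of lower. The fry test asks whether a list moved in one direction at all, not whether it moved more than other genes. Ribosomal proteins passed without Xenobot pool 2 (-0.27), and their camera direction reversed without pool 3 (-0.0171). The camera direction also reversed, with no significance, to lower for hearing genes with no filter (median -0.86). It reversed to higher for heat-shock genes with homeologs summed (-0.00404) and metalloproteinases under total counts (-0.67), again with no significance. The cause was not tested.

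The ratio of within-group distances, 1.68, was 1.47 under total counts and 1.07 in the adjusted values. The settings of that ratio were chosen after seeing the data.

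The share of genes with the larger CV in Xenobots, 89.4%, moved with the scaling, the treatment of library totals and the surrogate-variable adjustment. The share was also lower whenever one replicate number was left out. Those fits have fewer pools per group, so the drop cannot be assigned to the replicates used. With scaling it was 96.5% in raw counts, 83.8% under total counts, 78.6% in the adjusted values, 89.9% at a mean CPM of at least 10, which differs little, and 77.5 to 82.7% without one replicate number. With no scaling it was 65.4% in TMM CPM, 85.6% in raw counts, 60.0% with counting variance subtracted and 45.4% in the adjusted values, where the direction reversed. Settings added after seeing the data gave 65.5% at a mean CPM of at least 10, 52.6% under total counts, 65.2% under total counts without rRNA genes and 65.5% under RLE, all unscaled, and 96.1% for scaled raw counts over the gene list of the adjusted table. The cause of each shift was not tested beyond the tests of library totals, pool size and rRNA given under the other observations.

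The genes named for their fold change, their list or their mention in the study were refitted with edgeR, DESeq2, total counts, the block and each pool left out, and kept their direction and side of the threshold except gjb2.S, tat.L and tat.S, where 4 fits changed. No alternative was run for pc.1.L, strc.L, xepsin, the oncomodulin genes, the genes listed for their CV, ckm.L, actc1.L, apoc1.L, itln1.L, rhbg.S or dsg2.L. With at most 22225123 counts per library, genes at the floor of 3 counts allow only bounds.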

Other observations

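The unscaled CV shares in TMM-normalized CPM (65.4%), raw counts (85.6%) and adjusted values (45.4%) came from settings planned beforehand. Their use as tests here, and all other tests in this part, were chosen after the result they bear on was seen. For the rRNA share, the value of the test itself was not known when it was chosen.

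Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes past both thresholds, which was the real one with 7009. The other 9 gave 0 genes, and 32 to 132 genes with an unadjusted p under 0.05. The mixed splits carry the difference between Xenobots and embryos as spread within each set, which keeps their counts low, and with 10 splits the share cannot fall under 0.1, so this count decides nothing about chance. Over all tested genes 71.7% had non-overlapping groups, where chance gives 10%, although genes are not independent.

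The mean CV was 1.53 in Xenobots on TMM-normalized CPM. That is lower than the value quoted from the study above. The mean CV of embryos was 0.450. That is lower than the value quoted from the study above. On raw estimated counts over the gene list of the adjusted table, with scaling, 25276 genes had no 0, the share was 96.1% and the mean Xenobot CV was 2.61. These match the values quoted above. The mean embryo CV was then 0.561 with its own pool size of 10. It became 1.25 with the Xenobot pool size of 50, and this form matches the mean quoted above. With one pool size for both groups the share would have been 84.4%, so the quoted share and the quoted embryo mean correspond to different pool sizes. The quoted number of genes, share and mean Xenobot CV were thus reproduced from counts not scaled for library total. The study names gene count data as the input of this measure. Library totals ran from 13597538 to 20325075 over the Xenobot pools. The unscaled share was 85.6% in raw counts and 65.4% after TMM normalization, so unequal totals may have raised the quoted share.

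Where pools of both groups vary equally, the scaling by pool size alone gives a high share by construction. In 20 simulations with one dispersion between pools per gene, and with the real means and library sizes, the scaled share averaged 85.0%, against 89.4% observed. The unscaled share averaged 54.1%, against 65.4% observed. Equal variation of pools is not equal variation of individuals, so the simulations cannot decide whether individuals vary more. Genes were drawn independently, which leaves out shifts shared by many genes of one pool. The scaling assumes that pools differ only through the sampling of individuals. If differences between batches of explants or of library preparation add to that, the multiplication by 2.24 enlarges them in Xenobots.

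The unscaled excess remained in the genes with the highest mean expression. In the highest expression decile 68.1% of genes had the larger CV in Xenobots. Each gene had one rank, so this decile can hold genes abundant in embryos with few Xenobot counts. With counting variance subtracted, the unscaled share over all genes was 60.0%. Both values argue against counting noise of lower depth as the only source of the excess. Under total counts the unscaled share was 52.6%, and removing rRNA genes from the totals brought it to 65.2%, so unequal rRNA shares (26.4 to 40.7% of counts) may have hidden the excess there. In the adjusted values it was 45.4%. Whether the surrogate variables removed technical differences or variation of the Xenobots themselves cannot be told apart. The study states that its replicates came from independent batches, but the labels do not say which pools shared one. Greater variation among Xenobots stays open, as untested, and rests on 3 pools.

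The muscle genes that differed between Xenobot pools may come from unequal amounts of muscle-type cells, but no test here decides it. Of the 10 most abundant, 10 stood in the order pool 2, pool 1, pool 3, which is the observation itself and no test of a cause. Over all 47 members tested, 30 were highest in pool 2 and 28 lowest in pool 3. In pool 2 the 10 genes stood at 1.80 to 7.86% of the embryo level. Of the 47 members, 26 had a mean above 1 CPM in Xenobots and 4 are also in another list. Embryo reads or whole-embryo RNA in that pool are argued against by the 10 most abundant blood, vessel, liver and gut genes, at a median of 0.0336%, although apoc1.L stood at 18.8%. Library totals ran in the same order of pools, while that order held for 2 of the 10 most abundant neural and sensory genes, 2 of the 10 blood, vessel, liver and gut genes and 5 of the 10 notochord and cartilage genes. In the last list 8 of 10 genes were highest in pool 2, at a median of 14.1% of the embryo level, and in the blood list 7 of 10. The tendency is not confined to muscle, since 830 of 1621 lower genes with at least 10 CPM in embryos (51.2%) were highest in pool 2. Oncomodulin genes, picked after their values were seen, followed the muscle genes, with 16 of 19 highest in pool 2 and 19 of 19 past the thresholds as lower in Xenobots. Whether muscle cells were carried into the explants or muscle genes were switched on in ectoderm was not tested.

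Missing organs raise the share of epidermal RNA, which could lift epidermal genes without a change in any cell. The highest of 224 epidermal and ciliary markers was tekt2.L at a log2 fold change of 3.36. Of the 1538 higher genes, 183 (11.9%) stood above it and 75 did so by over 2 standard errors, 43 of them with a locus number only. For those 75 genes a proportional gain alone is argued against. For the marker lists themselves it stays open. The goblet and small secretory cell list had a median of 0.14 against 1.15 to 2.34 for the other epidermal and ciliary lists, and of 10000 random lists of 19 drawn from the 205 other markers 0 had as low a median. Without the 2 members that are also in the hearing list, the median was 0.23 and 1 of 10000 lists was as low. The goblet list as a whole thus rose less than the others. Its members went both ways, though, with an interquartile range of -1.78 to 0.99, and itln1.L, picked after its values were seen as the most abundant member, rose by 2.62 on the log2 scale, within the range of the other markers. How far each member is also expressed in organs that Xenobots lack was not tested, and this keeps the question open. A response of the cells to explantation stays among the open explanations, as untested. The medium changed together with the group in these libraries. The study compared embryos raised in both media, and those libraries were not analysed here.

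In 6667 pairs of L and S homeologs the log2 fold changes correlated at a Pearson r of 0.838 across pairs, which are not independent. Both copies were called higher in 134 pairs and lower in 1102, and 18 pairs were called in opposite directions. For xepsin, picked after its values were seen, the L copy rose from 0.328 to 18.4 CPM (log2 fold change 5.67, SE 0.55) while the S copy stood at 0.656 CPM in Xenobots and 18.1 CPM in embryos (-5.0, SE 0.53). No explanation of these pairs was tested.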
